A study of Bos taurus with 41 samples. Its data were reported in "Bovine Endometrium Drives and Responds to Divergence of In Vitro Produced Conceptus Biochemistry" (2025).

How the data were processed

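The samples were 41 bovine RNA-seq libraries: 29 of conceptus tissue from gestation day 16 and 12 of endometrial explants cultured with IVP conceptuses, each after 12 h of culture. Conceptuses were in vivo derived (IVD) or in vitro produced (IVP). The deposited tables hold raw counts of reads per gene, which the authors made by trimming with Trimmomatic, aligning to ARS-UCD1.2 with HISAT2 (conceptus) or STAR (endometrium) and counting with featureCounts. Tool versions and the strand setting were not stated, and the counts were used as deposited. The conceptus table holds 16149 genes, 2031 of them without a symbol, with a smallest mean count of 2.48, so genes of low count had been removed before deposit. The endometrial table holds 27270 genes and 1 empty line without a gene. It also holds 28 endometrial columns that match no sample here, and these were not used. Endometrium cultured alone or with IVD conceptuses was not analysed here. Values were whole numbers, and no library was a copy of another of its group (lowest chi-square per degree of freedom over pairs 113 in conceptus and 67.3 in endometrium, over genes with a count of at least 10). Pairs across groups were not checked.

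Samples were grouped by title into IVD mono-culture (8), IVP mono-culture (5), IVD co-culture (9), IVP co-culture (7) and endometrium with IVP conceptus (12). IVP co-culture replicate 1 has a treatment field that names medium alone, and it was grouped by its title. Column codes give the conceptus and the uterus of each section. After removal of group means, all 16 pairs of libraries from one conceptus in both cultures were correlated above 0.1 over the 1000 most variable genes (median 0.588, 0.120 to 0.817). Pairs that share the replicate number of the titles had a median of -0.317, with 4 of 13 above 0.1. Those of replicates 1 and 2 in IVP tissue also share a conceptus (0.353 and 0.661). The conceptus was therefore taken as the block of a paired analysis. That analysis was run as an alternative, and the main fit below has no block. Conceptuses 62a and 62b came from one recipient, and conceptuses 23, 24, 26, 47 and 62b gave 2 co-culture sections each, so sections are not independent replicates. Counts of transcripts with close paralogs (IFNT, PAG, TKDP and globin genes) depend on how multiply aligned reads were handled, which was not stated.

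Conceptus counts were analysed in R 4.3.3 with edgeR 4.0.16. filterByExpr (minimum count 10, minimum total 15) kept 15942 genes, TMM factors scaled the libraries, and a quasi-likelihood model with one mean per group was fitted to the 29 libraries. Tested were IVP against IVD in mono-culture, IVP against IVD in co-culture, co- against mono-culture in IVD tissue and in IVP tissue, and the difference of the latter 2 changes. The average of the latter 2 changes was added after the data were examined. Genes passed at a Benjamini-Hochberg FDR of 0.05. Log2 CPM used a prior count of 1, and CPM are given as group means with SD. Log2 fold changes are given with SE.

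The 37 gene lists were fixed before the data were examined, and the 36 with at least 3 tested genes were tested with camera in limma 3.58.1 at the preset inter-gene correlation of 0.01, with an estimated correlation, and with fry. Adjusted p-values of lists are over the 36 lists. A pair of the lists hold genes the study singled out on these samples. Genes named in the text followed a rule fixed before the data were examined: the 8 highest and 8 lowest log2 fold changes past FDR with a symbol and a mean log2 CPM of at least 1, up to 4 members of each described list with the smallest p, and always the IFNT genes, TKDP1, PAG2, PTGS2, PPARG, the globins HBA, HBA1, HBM and HBB, BLA-DQB, BOLA-DQB, LGALS1, SLC40A1 and CDC20. No gene of the conceptus table is named HBA1 or HBB. For the difference of changes the 8 smallest p on each side were taken. For endometrium the rule took the 4 members of a described list with the highest mean, IL17A, CHRNB3 and SLC5A7, and the 8 smallest p per factor in the crossed design.

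The size of the response was the median log2 fold change over genes of the average effect, signed by that effect, with a jackknife over the 13 conceptuses and an exact permutation of type over the 11 conceptuses in both cultures. Endometrium was analysed in the 8 libraries of a crossed design (4 conceptuses, each on 2 uteri), with edgeR on 17149 genes and 2 residual degrees of freedom. Distances between libraries were compared by exact permutation. Pearson correlations of changes were tested with 100000 resamples.

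Alternatives were RLE size factors, no filter, a mean CPM of at least 1, the compared groups alone, a factor of unwanted variation from residuals, the conceptus as a block, the replicate number as a block, counts summed per conceptus, limma voom with the conceptus as a random block (consensus correlation 0.281), DESeq2 1.42.0 (independent filtering alpha 0.01), and leaving out each library and each conceptus. More factors of unwanted variation, the log2 TMM factor as a covariate, summed counts for the co- against mono-culture comparisons and all alternatives of the average effect were added after the data were examined. A covariate of Y-linked genes was not run, as none was in the table. The fits were tested on simulated data with 200 changed genes: 2-fold and 4-fold changes were recovered in 63% and 88% of genes for IVD co- against mono-culture, 39% and 82% for IVP co- against mono-culture, 42% and 90% for IVP against IVD co-culture and 75% and 91% for the average effect. In endometrium 18% of 2-fold changes were recovered. A planted response ratio of 0.5 was found as 0.553. Simulated libraries were drawn independently, with no shared conceptus, and changed genes had a mean CPM of at least 1. The recovered shares therefore do not carry over directly to groups with 2 sections of one conceptus.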

Results

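RNA-seq counts were analysed for 41 libraries, 29 of conceptus tissue from gestation day 16 and 12 of endometrial explants that had been cultured with IVP conceptus sections. Conceptus sections had been held for 12 h without endometrium (mono-culture) or on an endometrial explant (co-culture), which gave 8 IVD mono-culture, 5 IVP mono-culture, 9 IVD co-culture and 7 IVP co-culture libraries. Reads counted to genes ran from 65488142 to 104436922 per library in IVD mono-culture, 63556334 to 99701868 in IVP mono-culture, 58583647 to 92005370 in IVD co-culture and 59495204 to 94695900 in IVP co-culture, and from 24593699 to 84030248 in endometrium. The conceptus libraries came from 13 conceptuses, of which 11 (7 IVD, 4 IVP) were in both cultures. The 9 IVD co-culture libraries came from 7 conceptuses and the 7 IVP co-culture libraries from 4. For IVP against IVD co-culture, p-values that treat sections as independent are therefore too small. For co- against mono-culture, sections of one conceptus lie on both sides, and the direction of the bias was not settled. The IVD count of 1009 became 206 with the conceptus as a block and 1843 with it as a random block in limma voom. Principal component 1 of the 1000 most variable genes held 38.9% of the variance and component 2 held 11.6%.

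In IVD conceptuses, transcripts of globins, low-oxygen response genes and glycolysis rose on endometrium (9 co-culture against 8 mono-culture libraries). HBA, an alpha globin of red cells, rose by a log2 fold change of 4.87 (SE 0.78), from a mean of 1.07 CPM (SD 0.568) to 31.1 CPM (SD 23.9), and the alpha-like globin HBM rose by 3.99 (SE 0.82), from 0.107 to 1.73 CPM. BNIP3, a mitophagy receptor that low oxygen induces, rose by 2.17 (SE 0.43), from 154 to 693 CPM. The vasodilator peptide ADM rose by 1.96 (SE 0.44), the oxidase of disulfide formation ERO1A by 1.60 (SE 0.33) and the glycolytic enzyme ENO1 by 0.58 (SE 0.14). In the glycolysis and hypoxia list, 10 of 37 genes rose past FDR and 0 fell (19 and 0 adjusted over the list alone), with a median of 0.70. The camera adjusted p was 3.86e-15, with an adjusted p = 0.424 with an estimated correlation, and the fry adjusted p was 0.0118.

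Chaperone and protein synthesis transcripts rose beside them in IVD tissue. Among cytosolic and mitochondrial chaperones, HSPD1 rose by 0.98 (SE 0.22), HSP90AB1 by 0.77 (SE 0.19), the steroid receptor co-chaperone FKBP4 by 1.00 (SE 0.27) and HSPE1, partner of HSPD1, by 0.72 (SE 0.21, a call that ended without any of 11 libraries). Heat shock list members past FDR numbered 4 higher and 0 lower of 21 (12 and 2 adjusted over the list alone; median 0.66; camera adjusted p = 0.000509, and adjusted p = 0.511 with an estimated correlation). In the endoplasmic reticulum, the disulfide isomerases P4HB (0.86, SE 0.23) and PDIA6 (0.78, SE 0.20), the chaperone HSP90B1 (0.94, SE 0.27) and the degradation factor DERL3 (1.11, SE 0.27) rose. Of 27 genes in that list 6 rose and 0 fell (11 and 0 adjusted over the list alone; median 0.48; camera adjusted p = 3.22e-05, and adjusted p = 0.556 with an estimated correlation). Ribosomal proteins rose in 33 of 84 cases with 0 lower (79 and 0 adjusted over the list alone), including RPL10A (0.66, SE 0.19), RPL34 (0.71, SE 0.20, a call that ended without any of 11 libraries), RPL22L1 (0.83, SE 0.24) and RPL26L1 (0.55, SE 0.15). Their median was 0.63 (camera adjusted p = 4.23e-27, and adjusted p = 0.511 with an estimated correlation). Mitochondrial ribosome genes moved both ways, with MRPL45 (1.13, SE 0.21), MRPL17 (1.04, SE 0.24) and MRPL50 (0.63, SE 0.17) higher and MRPL49 (-0.59, SE 0.16) lower, 5 higher and 1 lower of 75 (5 and 1 adjusted over the list alone; median 0.14; camera adjusted p = 0.00732, and adjusted p = 0.817 with an estimated correlation). Of 79 nuclear-encoded oxidative phosphorylation genes, the complex I subunit NDUFB6 (0.60, SE 0.17) and the complex IV subunit COX6B2 (0.72, SE 0.21, a call that ended without any of 12 libraries) rose and 0 fell (0 and 0 adjusted over the list alone; median 0.37; camera adjusted p = 1.6e-07, and adjusted p = 0.744 with an estimated correlation). A measure of library composition moved with these groups: the log2 TMM factor averaged 0.136 in IVD mono-culture and -0.0389 in IVD co-culture, and the mean level of ribosomal proteins ran against it among libraries of one group (r = -0.857).

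Several further transcripts had large rises in IVD co-culture: DNMT3L, a cofactor of de novo DNA methylation (3.52, SE 0.73), the phosphatase regulator PPP1R27 (4.21, SE 0.87), the adaptor SDCBP2 (2.81, SE 0.59), the magnesium transporter SLC41A1 (2.62, SE 0.57), the RNA-cleaving enzyme ENDOU (2.49, SE 0.58), the phosphodiesterase PDE2A (2.95, SE 0.75), the lysophospholipid transporter MFSD2A (2.64, SE 0.69) and the matrix protease MMP11 (2.40, SE 0.65). The largest falls were in UGT1A6, which conjugates phenolic xenobiotics (-2.30, SE 0.46; 42.7 to 8.67 CPM), MAB21L2, a regulator of eye and body wall development (-2.21, SE 0.45), the guanine exchange factor DOCK8 (-2.19, SE 0.60), the xenobiotic and steroid oxidase CYP1B1 (-1.86, SE 0.57, a call that ended without any of 24 libraries and with RLE factors), the matrix protein MXRA5 (-1.67, SE 0.47), the vitamin K-dependent membrane protein PRRG4 (-1.63, SE 0.24; 28.2 to 9.11 CPM), the NADPH oxidase NOX4 (-1.61, SE 0.40) and LRATD2 (-1.57, SE 0.43). In the amino acid response list, the transcription factor ATF5 (-1.35, SE 0.26) and the serine synthesis enzyme PSPH (-1.07, SE 0.30) fell while the glutathione-degrading CHAC1 rose (1.33, SE 0.39), 1 higher and 2 lower of 28 (1 and 2 adjusted over the list alone; camera adjusted p = 0.0976). Cell cycle transcripts past FDR were all lower, 4 of 50 (1 higher and 10 lower adjusted over the list alone): the phosphatases CDC25A (-1.25, SE 0.36) and CDC25C (-0.71, SE 0.18), the kinetochore motor CENPE (-0.58, SE 0.16) and the proliferation marker MKI67 (-0.55, SE 0.16), with a camera adjusted p of 0.0133, and adjusted p = 0.538 with an estimated correlation. The early response genes MAFF (1.39, SE 0.34), JUNB (1.13, SE 0.32) and the mRNA decay factor ZFP36 (1.00, SE 0.29, a call that ended without any of 11 libraries) rose, 3 of 27 with 0 lower (3 and 0 adjusted over the list alone; camera adjusted p = 0.0678). The carboxylase of fatty acid synthesis ACACA (-0.77, SE 0.19) and the sterol enzyme LSS (-1.45, SE 0.36) fell, 2 of 30 with 0 higher (0 and 2 adjusted over the list alone; camera adjusted p = 0.0671). Apart from DNMT3L, the DNA methylation list had MBD3, a methyl-binding family member of the NuRD complex (-0.78, SE 0.21), and the demethylating enzyme TET1 (-0.73, SE 0.20) lower, 1 higher and 2 lower of 19 (2 and 8 adjusted over the list alone; fry adjusted p = 0.0149; camera adjusted p = 0.0979). STAT2, which carries the type I interferon signal, fell by 0.45 (SE 0.13) as the lone member of 37 interferon-stimulated genes past FDR (0 adjusted over the list alone; camera adjusted p = 0.442), a call that ended without any of 15 libraries and with the conceptus as a block (adjusted p = 0.125).

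Trophoblast signalling transcripts gave no call in IVD tissue. The interferon tau genes IFNT3 (-0.61, SE 0.66; 1323 CPM, SD 1084, in mono-culture and 868 CPM, SD 666, in co-culture), IFNT (-0.57, SE 0.67), IFNT2 (-1.53, SE 0.77) and IFN-TAU (-0.79, SE 0.95), the trophoblast Kunitz protein TKDP1 (0.12, SE 0.67), the pregnancy-associated glycoprotein PAG2 (0.41, SE 0.64), the prostaglandin synthase PTGS2 (-0.16, SE 0.58) and the lipid-sensing receptor PPARG (-0.14, SE 0.43) had adjusted p-values from 0.229 to 0.943 in edgeR. Of 17 trophoblast secreted factors 0 passed (0 adjusted over the list alone), with a median of -0.16 and an upward camera direction (adjusted p = 0.442). The keratin and transcription factor list (0 of 21; camera adjusted p = 0.442) and the hypoblast list (0 of 23; camera adjusted p = 0.685) also had 0 adjusted over the list alone. The MHC class II beta chain BLA-DQB (2.01, SE 0.90), its paralog BOLA-DQB (1.16, SE 0.81), the galectin LGALS1 (0.34, SE 0.18), the iron exporter SLC40A1 (0.46, SE 0.42) and the anaphase activator CDC20 (-0.39, SE 0.15) did not pass either. Genes that the study singled out in conceptus tissue had 2 of 15 higher and 0 lower (5 and 1 adjusted over the list alone; camera adjusted p = 0.000605, and adjusted p = 0.108 with an estimated correlation), and as that list was chosen on these samples it is not independent evidence.

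By edgeR, 1009 of 15942 genes passed FDR 0.05 in IVD co- against mono-culture, 496 higher and 513 lower. With the conceptus as a block the count was 206, of which 168 were among the 1009. Of the 55 genes named under this comparison 17 stayed past FDR and 38 did not. Among the latter were HBM (adjusted p = 0.0798), DNMT3L (0.0807), SLC41A1 (0.0546), ENDOU (0.0503), MMP11 (0.0997), DOCK8 (0.0594), CYP1B1 (0.0815), MXRA5 (0.0739) and LRATD2 (0.0700). With that block 0 ribosomal, 0 folding, 0 oxidative phosphorylation, 0 early response, 0 DNA methylation, 1 heat shock, 1 cell cycle and 3 glycolysis and hypoxia genes passed. DESeq2 called 1941 genes and the log2 TMM factor as a covariate left 191. Leaving out single libraries gave 411 (without IVD co-culture replicate 8) to 1719 (without IVD co-culture replicate 5). Beside the calls marked above, those of HSP90B1 and RPL10A ended without any of 10 libraries. The number was 9 for RPL22L1, CHAC1, CDC25A, JUNB and MXRA5, 8 for CENPE and 7 for MKI67, PSPH and NDUFB6, and some further calls ended with fewer.

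In IVP conceptuses no gene passed FDR 0.05 on endometrium (7 co-culture libraries of 4 conceptuses against 5 mono-culture libraries). As none passed, genes were named here from the lists and the fixed set only. Among them the smallest p-values were those of chaperones: HSPD1 with a log2 fold change of 1.15 (SE 0.26), HSP90AB1 with 0.99 (SE 0.23) and FKBP4 with 1.41 (SE 0.33), all at an edgeR adjusted p of 0.142. The secreted phosphate regulator STC2 (-2.59, SE 0.63), the clock and hypoxia repressor BHLHE40 (1.34, SE 0.34), the early response gene FOS (1.42, SE 0.37), P4HB (1.01, SE 0.28) and BLA-DQB (4.37, SE 1.28) followed, the last carried by the sections of conceptus 23 (7.44 and 12.2 CPM, with at most 0.309 CPM in the other IVP co-culture libraries). ADM was at 1.67 (SE 0.53), HBA at 1.89 (SE 0.83), HBM at 1.58 (SE 0.93), ATF5 at -0.94 (SE 0.30), STAT2 at -0.57 (SE 0.16) and EOMES, a T-box factor of mesoderm and trophoblast, at -5.77 (SE 2.09), the last carried by IVP mono-culture replicate 5 (7.47 CPM, with at most 0.18 CPM in the other IVP mono-culture libraries; log2 fold change -1.26 without it). IFNT3 (-0.03, SE 0.80), TKDP1 (0.84, SE 0.83), PAG2 (1.07, SE 0.79), PTGS2 (-0.09, SE 0.70), PPARG (0.42, SE 0.52) and CDC20 (0.07, SE 0.18) lay within 2 SE of 0.

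As lists, endoplasmic reticulum folding (median 0.78; camera adjusted p = 1.23e-09, and adjusted p = 0.52 with an estimated correlation), cytosolic heat shock (0.81; 2.64e-07, and adjusted p = 0.52 with an estimated correlation), glycolysis and hypoxia (0.42; 5.67e-09, and adjusted p = 0.52 with an estimated correlation) and ribosomal proteins (0.57; 8.2e-26, and adjusted p = 0.52 with an estimated correlation) rose by camera in IVP tissue. Members past FDR numbered 0 in every list, and adjusted over the list alone 13 folding genes, 12 heat shock genes and 3 glycolysis genes were higher, with 0 lower, and 0 ribosomal genes. Oxidative phosphorylation genes had a median of 0.45 (camera adjusted p = 4.28e-15, and adjusted p = 0.758 with an estimated correlation) and interferon-stimulated genes of -0.46 (0.01, and adjusted p = 0.758 with an estimated correlation), with 0 members of either adjusted over the list alone. The log2 TMM factor averaged 0.114 in IVP mono-culture and -0.187 in IVP co-culture. edgeR gave 0 genes past FDR, 2914 at an unadjusted p under 0.05 and a smallest adjusted p of 0.142; DESeq2 called 321, counts summed per conceptus 107, and the conceptus block 0. The edgeR count was 208 without IVP co-culture replicate 2, 155 without IVP mono-culture replicate 3 (conceptus 62a) and 354 without both libraries of conceptus 62a.

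Averaged over both conceptus types, the effect of endometrium included rises of chaperones, with HSPD1 up by 1.06 (SE 0.17), HSP90AB1 by 0.88 (SE 0.15), FKBP4 by 1.21 (SE 0.21) and HSPE1 by 0.80 (SE 0.17), each over 16 co-culture and 13 mono-culture libraries. HBA rose by 3.38 (SE 0.59) and HBM by 2.79 (SE 0.63), and HBA was higher in co-culture within 10 of 11 conceptuses. UGT1A6 fell by 1.96 (SE 0.35), lower within 11 of 11 conceptuses, and CYP1A1, the main target of the aryl hydrocarbon receptor, fell by 3.28 (SE 0.80), lower within 9 of 11, from 15.6 to 2.30 CPM in IVD and from 7.02 to 0.497 CPM in IVP tissue. ADM (1.82, SE 0.35), BNIP3 (1.68, SE 0.33), BHLHE40 (1.25, SE 0.22) and ENO1 (0.56, SE 0.11) rose with 16 of 37 glycolysis and hypoxia genes and 0 lower (21 and 0 adjusted over the list alone; camera adjusted p = 2.66e-13, and adjusted p = 0.396 with an estimated correlation; fry adjusted p = 0.00392). Heat shock genes passed in 12 cases higher and 1 lower of 21 (14 and 1 adjusted over the list alone; camera adjusted p = 4.03e-06, and adjusted p = 0.514 with an estimated correlation). Folding genes of the endoplasmic reticulum, with P4HB (0.94, SE 0.18), HSP90B1 (1.02, SE 0.21), CRELD2 (1.04, SE 0.23) and PDIA6 (0.80, SE 0.16), passed in 15 cases higher and 0 lower of 27 (19 and 0 adjusted over the list alone; camera adjusted p = 2.61e-08, and adjusted p = 0.532 with an estimated correlation).

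Ribosomal proteins rose in 75 of 84 cases with 0 lower (81 and 1 adjusted over the list alone), with RPL29 (0.65, SE 0.15), RPL10A (0.65, SE 0.15), RPS18 (0.61, SE 0.14) and RPL36 (0.68, SE 0.16) first by p and a camera adjusted p of 7.3e-30, and adjusted p = 0.514 with an estimated correlation. Oxidative phosphorylation genes rose in 29 of 79 cases with 0 lower (52 and 0 adjusted over the list alone), the synthase subunit ATP5F1C by 0.68 (SE 0.16), at a camera adjusted p of 5.08e-13, and adjusted p = 0.803 with an estimated correlation. Mitochondrial ribosome genes were higher in 20 and lower in 1 of 75 cases (22 and 1 adjusted over the list alone), with a median of 0.16 (-0.06 with the log2 TMM factor as a covariate), a camera adjusted p of 0.000238, and adjusted p = 0.869 with an estimated correlation. The log2 TMM factor was lower in co-culture within 9 of 11 conceptuses (mean difference -0.179, SD 0.174; exact two-sided permutation p = 0.0107). With that factor as a covariate the ribosomal median moved from 0.60 to 0.07 and the oxidative phosphorylation median from 0.41 to -0.05, while heat shock went from 0.72 to 0.47, glycolysis and hypoxia from 0.51 to 0.33 and endoplasmic reticulum folding from 0.66 to 0.20 (median SE 0.22). With the conceptus as a block 25 ribosomal and 8 oxidative phosphorylation genes passed, and HBM did not (adjusted p = 0.0713).

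Of the trophoblast structural genes, the keratins KRT18 (1.05, SE 0.25), KRT8 (0.58, SE 0.17) and KRT19 (0.52, SE 0.15) and the trophectoderm factor TEAD4 (0.76, SE 0.22) rose, 4 higher and 1 lower of 21 (4 and 1 adjusted over the list alone; camera adjusted p = 0.292). Amino acid response genes leaned lower, 1 higher and 6 lower of 28 (1 and 6 adjusted over the list alone; camera adjusted p = 0.173): ATF5 fell by 1.15 (SE 0.20), PSPH by 1.12 (SE 0.23) and the stress sensor SESN2 by 0.53 (SE 0.12), and CHAC1 rose (edgeR adjusted p = 0.00413). Of 37 interferon-stimulated genes, STAT2 (-0.51, SE 0.10), IFI35 (edgeR adjusted p = 0.0152) and the ADP-ribosyltransferase PARP12 (-0.53, SE 0.17, a call that ended without any of 11 libraries) fell and the deconjugating protease USP18 rose (0.92, SE 0.28), 1 higher and 4 lower (1 and 4 adjusted over the list alone; camera adjusted p = 0.0845). In the DNA methylation list DNMT3L rose (2.94, SE 0.59) and MBD3 (-0.80, SE 0.17), MBD4 (-0.54, SE 0.12) and the glycosylase TDG (-0.51, SE 0.12) fell, 4 higher and 7 lower of 19 (4 and 8 adjusted over the list alone; fry adjusted p = 0.00848; camera adjusted p = 0.292). Cell cycle genes passed in 3 cases higher and 6 lower of 50 (3 and 6 adjusted over the list alone; camera adjusted p = 0.437), the lower ones including CDC25C (-0.75, SE 0.14), CENPE (-0.54, SE 0.12), the separase ESPL1 (-0.51, SE 0.14) and MKI67 (-0.49, SE 0.12). Early response genes MAFF (1.28, SE 0.27), JUNB (1.09, SE 0.25), ZFP36 (0.97, SE 0.23) and FOS (0.94, SE 0.24) rose, 6 of 27 with 0 lower (6 and 0 adjusted over the list alone; camera adjusted p = 0.0248, and adjusted p = 0.869 with an estimated correlation). The peroxidases PRDX2 (0.52, SE 0.16), PRDX4 (0.37, SE 0.12) and GPX1 (0.86, SE 0.28) rose, 3 of 29 antioxidant genes with 0 lower (3 and 0 adjusted over the list alone; camera adjusted p = 0.00737, and adjusted p = 0.396 with an estimated correlation). With the conceptus as a block the calls of GPX1 (adjusted p = 0.105), PRDX4 (adjusted p = 0.096) and KRT19 (adjusted p = 0.0564) ended.

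Other large average changes were rises in TMEM88, a Wnt signalling inhibitor (2.36, SE 0.49), PPP1R27 (3.08, SE 0.67), PDE2A (2.62, SE 0.60), MFSD2A (edgeR adjusted p = 0.00743), the glycosyltransferase B3GNT4 (2.29, SE 0.81), BLA-DQB (3.19, SE 0.78, in IVP tissue carried by conceptus 23) and 5_8S_rRNA (4.27, SE 1.26), and falls in the epithelial keratin KRT6A (-3.13, SE 0.81), the collagen-binding LUM (-2.70, SE 0.85), MAMDC2 (-2.42, SE 0.81), the activin subunit INHBE (-2.14, SE 0.70), the cystine transporter SLC7A11 (-1.99, SE 0.68) and the protease KLK10 (-1.88, SE 0.63). The call of 5_8S_rRNA ended without IVP co-culture replicate 2. Without IVP mono-culture replicate 2, the calls of INHBE (-1.14, adjusted p = 0.242), LUM (-1.32, adjusted p = 0.259), MAMDC2 (-1.82, adjusted p = 0.124) and SLC7A11 (adjusted p = 0.29) ended. Calls ended without any of 18 libraries for B3GNT4, 11 for SLC7A11, 8 for KLK10 and 7 for MAMDC2. In all, edgeR called 3006 genes, 1461 higher and 1545 lower, in a comparison added after the data were examined. The conceptus block called 2132 (1802 of them among the 3006), and the log2 TMM factor as a covariate 2, EML2 (0.80 without and 0.90 with the covariate) and ACTR5 (-0.91 and -0.72). Over the 3006 genes the median signed change went from 0.587 (median SE 0.155) to 0.299 (median SE 0.159) with the covariate. Single genes differed: BLA-DQB went from 3.19 (SE 0.78) to 3.44 (SE 0.95), and UGT1A6 from -1.96 (SE 0.35) to -1.92 (SE 0.50), and these calls ended with the change kept and the error larger, while KRT6A went from -3.13 (SE 0.81) to -0.91 (SE 1.32), BHLHE40 from 1.25 (SE 0.22) to 0.57 (SE 0.19), HSPD1 from 1.06 (SE 0.17) to 0.58 (SE 0.16) and ADM to a smaller rise (adjusted p = 0.1).

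**Figure D1:**
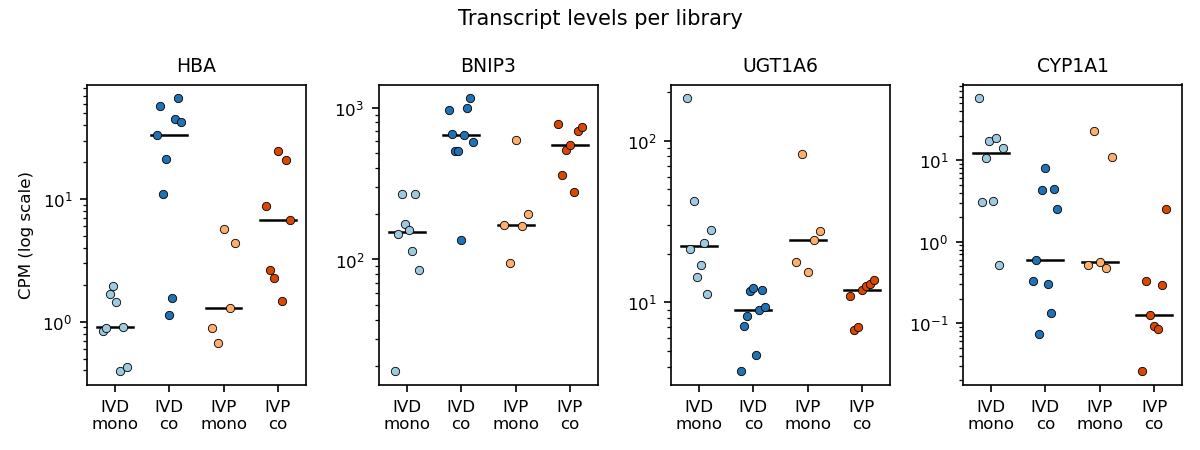
CPM of HBA, BNIP3, UGT1A6 and CYP1A1 in each conceptus library on a log axis. Bars mark the median of each group.

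**Figure D2:**
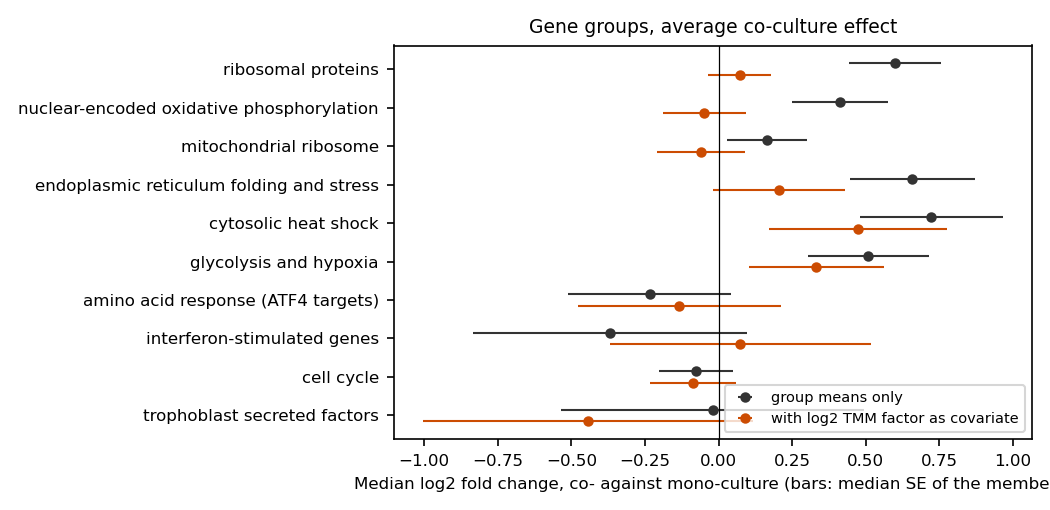
Median log2 fold change of gene lists, co- against mono-culture averaged over both conceptus types, with and without the log2 TMM factor as a covariate. Bars show the median SE of the members.

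Between mono-cultured IVP and IVD conceptuses no gene passed FDR 0.05 (5 against 8 libraries). Among genes with small unadjusted p-values, MAFF was at 1.01 (SE 0.38), the centromere histone CENPA at -0.44 (SE 0.16), the citrate lyase ACLY at -0.66 (SE 0.25) and BLA-DQB at -2.94 (SE 1.18). The stress-induced mTOR inhibitor DDIT4 was at 1.17 (SE 0.56) and the luminal chaperone HSPA5 at 1.19 (SE 0.66), while the trophoblast genes IFNT3 (0.06, SE 0.77), TKDP1 (0.77, SE 0.78), PAG2 (-0.53, SE 0.76), PTGS2 (0.43, SE 0.67) and KRT8 (-0.25, SE 0.25) lay within 2 SE of 0. AFP, a yolk sac protein, was at -7.06 (SE 2.66), which rests on IVD mono-culture replicate 4 (77.5 CPM, with at most 0.131 CPM in the other IVD and 0.274 CPM in the IVP libraries). By camera, folding genes of the endoplasmic reticulum (median 0.29; adjusted p = 1.93e-07, and adjusted p = 0.616 with an estimated correlation) and immediate early genes (0.42; 5.13e-07, and adjusted p = 0.539 with an estimated correlation) were higher in IVP tissue and cholesterol and fatty acid synthesis genes lower (-0.33; 6.48e-06, and adjusted p = 0.619 with an estimated correlation). Members past FDR were 0 in these lists, and 0 adjusted over the list alone. edgeR gave 0 genes past FDR and 331 at an unadjusted p under 0.05, DESeq2 called 1, and on simulated counts the fit recovered 44% of 2-fold and 83% of 4-fold changes, so smaller differences would be missed.

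Between co-cultured IVP and IVD conceptuses, 4 genes passed FDR 0.05 (7 against 9 libraries). PNLDC1, a nuclease that trims piRNAs, fell by 2.22 (SE 0.35), from 7.88 CPM (SD 5.05) in IVD to 1.69 CPM (SD 0.594) in IVP tissue, and the beta tubulin TUBB2A rose by 1.17 (SE 0.21), from 81.3 CPM (SD 16.7) to 182 CPM (SD 86.5). 5_8S_rRNA was higher by 10.05 (SE 1.88), with 8473 CPM in IVP co-culture replicate 2 and a log2 fold change of 4.56 without it, and the fourth gene, ENSBTAG00000050859, named after its value was seen because it has no symbol, was higher by 0.59. TKDP1 averaged 13740.5 CPM (SD 7501) in IVD and 38778 CPM (SD 24151) in IVP tissue (edgeR adjusted p = 0.348) and its relative TKDP4 was at 3.14 (SE 1.26), while IFNT3 (0.64, SE 0.68), PAG2 (0.12, SE 0.66) and PTGS2 (0.51, SE 0.60) lay within 2 SE of 0. BOLA-DQB (-3.51, SE 1.02), HBA (-1.70, SE 0.70), HBM (-2.33, SE 0.80), LGALS1 (-0.54, SE 0.18), SLC40A1 (-1.21, SE 0.44), CDC20 (0.49, SE 0.16), FOS (1.28, SE 0.31), the luminal calcium chaperone CALR (1.15, SE 0.29), HSP90AA1 (1.00, SE 0.31), the sterol genes CYP51A1 (1.66, SE 0.45) and INSIG1 (1.80, SE 0.55) and the serine enzyme PSAT1 (-1.93, SE 0.60) did not pass, with edgeR adjusted p-values from 0.128 to 0.301.

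By camera, folding genes of the endoplasmic reticulum were higher in IVP than IVD co-culture (median 0.55; adjusted p = 1.41e-10, and adjusted p = 0.585 with an estimated correlation), as were immediate early genes (0.43; 1.79e-05, and adjusted p = 0.707 with an estimated correlation), heat shock genes (0.50; 0.00018, and adjusted p = 0.707 with an estimated correlation) and cholesterol and fatty acid synthesis genes (0.35; 0.00143, and adjusted p = 0.707 with an estimated correlation). Members past FDR were 0 in these lists and, adjusted over the list alone, 1, 3, 2 and 2 were higher. The MHC class II list had a median of -0.60 over 6 genes (0 past FDR, 0 higher and 1 lower adjusted over the list alone, camera adjusted p = 0.024, and adjusted p = 0.585 with an estimated correlation). BLA-DQB is among these 6 genes, and 0 of them had a log2 fold change above 0. Genes the study singled out in conceptus tissue had 0 of 15 past FDR (1 higher and 4 lower adjusted over the list alone; median -0.18; camera adjusted p = 0.0379, and adjusted p = 0.585 with an estimated correlation), which is not independent evidence. edgeR called 4 genes, DESeq2 152, counts summed per conceptus 15 and a fit of the compared groups alone 0. Without IVP co-culture replicate 2 the count was 107, without replicate 3 it was 80 and without replicate 5 it was 0, and the call of PNLDC1 ended without 1 library (IVP co-culture replicate 5), that of TUBB2A without any of 11 and that of 5_8S_rRNA without any of 18.

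The change on endometrium was compared between the conceptus types. Genes were named here from the smallest p-values for a difference, from the lists and from the fixed set. They included the RNA helicase DDX5 (1.32, SE 0.39, positive where IVP tissue changed upward more), the DNA damage sensor PARP1 (0.67, SE 0.22), HBA (-2.97, SE 1.02), HBM (-2.41, SE 1.16), SDCBP2 (-2.13, SE 0.84), the insulin-dependent glucose carrier SLC2A4 (-1.90, SE 0.75) and STC2 (-1.79, SE 0.81). The sterol enzymes MSMO1 (1.09, SE 0.45), DHCR7 (0.98, SE 0.41) and IDI1 (1.09, SE 0.46) were on the positive side, as were 29 of 30 genes of their list (median 0.57; 0 past FDR and 0 adjusted over the list alone; camera adjusted p = 1.88e-13, and adjusted p = 0.241 with an estimated correlation). edgeR called 0 genes, with 281 at an unadjusted p under 0.05, DESeq2 called 0, and 20% of 2-fold and 67% of 4-fold differences were recovered on simulated counts.

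The size of the response in IVP tissue came close to that in IVD tissue, with a wide error. Over the 3006 genes of the average effect, the median signed log2 fold change was 0.576 in IVD (jackknife SE 0.0750) and 0.598 in IVP tissue (SE 0.158), a ratio of 1.04 (SE 0.309). Within conceptuses the medians differed by 0.0133 between 4 IVP and 7 IVD conceptuses (exact two-sided permutation p = 0.918, 330 labellings). The 3006 genes were chosen on the same libraries, and the jackknife kept them fixed. The IVP change had the larger median SE over all genes (0.332 against 0.276), so this choice may raise the IVP median more. On simulated counts a planted ratio of 0.5 was found as 0.553. Across 15942 genes the IVP change correlated with the IVD change at r = 0.607 (jackknife SE 0.185) and 76.4% had the same sign. Of the 1009 genes called in IVD tissue, 989 had the same sign in IVP tissue and 627 also an unadjusted p under 0.05 there, and 834 had the larger change in IVD tissue, in which they had been selected. At an unadjusted p under 0.05, 819 genes were higher and 818 lower in both types, where independent lists would share 159.9 and 182. Conceptus 62a stood apart, with a median of -0.0240 where the other 10 conceptuses had 0.324 to 0.793.

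**Figure D3:**
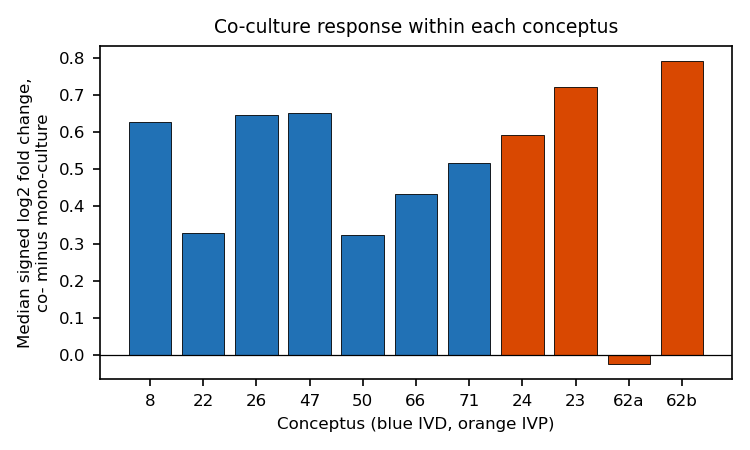
Median signed log2 fold change, co- minus mono-culture, within each of the 11 conceptuses in both cultures.

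**Figure D4:**
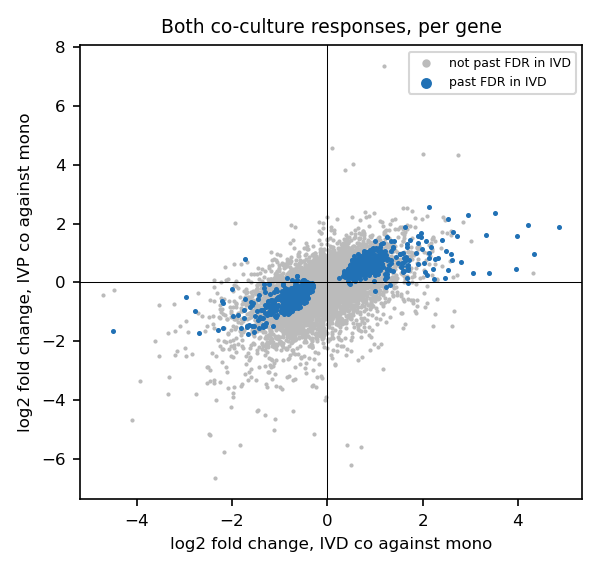
Log2 fold change of each gene in IVD tissue (horizontal) and IVP tissue (vertical), with the genes past FDR in IVD tissue in blue.

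Stromal genes abundant in endometrium stayed low in co-cultured conceptus tissue. The stromal proteoglycan DCN averaged 3083 CPM in endometrium and 0.596 CPM in IVD mono-culture against 0.615 CPM in IVD co-culture, and the collagen COL3A1 averaged 1671 CPM in endometrium against 0.103 and 0.112 CPM. Past FDR in IVD co-culture were 0 of 12 stromal, 0 of 15 leukocyte, 0 of 10 endothelial, 0 of 10 smooth muscle and 1 of 11 epithelial genes, the mucin MUC1 (1.06, SE 0.31). MUC1 averaged 74.6 CPM in IVD mono-culture and 156 CPM in IVD co-culture against 95.8 CPM in endometrium. HBA averaged 55.1 CPM in endometrium (0.583 to 192), HBM 3.56 CPM and HBB, the beta globin, 0.493 CPM. ALAS2, the heme synthesis enzyme of red cells, averaged 0.0350 CPM in endometrium and was at -1.12 (SE 0.91) in IVD co-culture. Levels in endometrium and conceptus tissue came from different aligners and were not tested against each other.

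Endometrium cultured with IVP conceptuses had high interferon-stimulated transcripts in all 12 libraries: the antiviral enzyme RSAD2 averaged 12.36 log2 CPM (SD 0.57), the ubiquitin-like ISG15 11.89 (SD 0.50), the GTPase MX1 11.10 (SD 0.79) and the oligoadenylate synthetase OAS1Y 10.23 (SD 0.29). Of 46 genes in the list, 45 averaged at least 1 CPM. PTGS2 averaged 7.29 log2 CPM (SD 1.13), while the trophoblast genes TKDP1 (0.239 CPM), IFNT3 (0.0619 CPM) and PAG2 (0.0051 CPM) and the genes IL17A, a T cell cytokine (0.00647 CPM), CHRNB3, a nicotinic receptor subunit (0.00454 CPM), and SLC5A7, the choline transporter (0.00201 CPM), were near 0. In 8 libraries, 4 conceptuses had each been placed on endometrium of 2 uteri. Genes with the smallest p-values between uteri included the macrophage receptor SLAMF8 (0.34 for uterus 39 minus 14 and 3.94 for uterus 70 minus 69), the interferon-induced GTPase IFI47 (0.46 and 5.08), PRSS2 (-13.85 and -1.43e-13), the hormone PRL (0.92 and 5.68), SLC16A13 (2.00 and 0.97) and WNT16 (-1.63 and -1.96). With 2 residual degrees of freedom edgeR called 0 genes for uterus (2711 at an unadjusted p under 0.05; smallest adjusted p 0.0596; DESeq2 982) and 0 for conceptus (438; 0.998; DESeq2 20), and the F of uterus was the larger in 70.9% of 17149 genes. By distance (1 minus Pearson r over the 1000 most variable genes), endometrial libraries from one uterus were closer than others (0.168 against 0.297; exact permutation p = 0.00308, adjusted p = 0.00616) and those that shared a conceptus were at 0.262 against 0.289 (exact permutation p = 0.589). Co-cultured conceptus libraries from one conceptus were closer than others of their type (0.177 against 0.404; exact permutation p = 0.000176, adjusted p = 0.000705) and those that shared a uterus were at 0.310 against 0.393 (exact permutation p = 0.291).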

Values the study reported

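The study reported 3 differentially expressed genes between mono-cultured IVP and IVD conceptus tissue, all less abundant in IVP. In co-culture it reported 377 genes that differed, 215 more and 162 less abundant in IVP tissue.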

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

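The tests of the composition of the libraries, of carried-over tissue and red cells, of low oxygen and of conceptus 62a, and the splits of IVP against IVD co-culture, were chosen only after the result was seen, as was the average effect, to which the RLE test and a pair of the split sets apply.

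Single libraries stood far from the rest of their group in 6 of 96 groups of values tested, and chance flags about 1 in 20 groups. IVD mono-culture replicate 1 (conceptus 5) was low in BLA-DQB (-3.43 log2 CPM, nearest -0.90), IFNT3 (3.26, nearest 8.01), PTGS2 (4.23, nearest 10.01) and BNIP3 (4.20, nearest 6.42). IVD co-culture replicate 5 (conceptus 50) was low in PAG2 (6.39, nearest 9.53) and BNIP3 (7.08, nearest 9.02). Without IVD mono-culture replicate 1 the co-culture response of IVD tissue had 492 genes past FDR by edgeR, and without IVD co-culture replicate 5 it had 1719.

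Of 36 lists tested, 11 differed between the IVP and the IVD response by camera at the preset correlation, and 0 did with an estimated correlation (lowest adjusted p = 0.241) or by fry (lowest adjusted p = 0.700). Median differences, positive where IVP tissue changed upward more, were 0.57 for cholesterol and fatty acid synthesis (camera adjusted p = 1.88e-13), 0.17 for cell cycle (1.27e-05), 0.0939 for oxidative phosphorylation (0.000851), 0.18 for endoplasmic reticulum folding (0.0186) and 0.33 for cytosolic heat shock (0.0389). They were -0.56 for leukocytes (0.00512), -1.09 for chemokines and receptors (0.0328), -0.23 for interferon-stimulated genes (0.0383), -0.88 for mesoderm and embryonic blood (0.0389), -0.46 for mitochondrially encoded genes (0.0389) and -0.25 for glycolysis and hypoxia (0.0454). With the conceptus as a block 4 lists passed by camera: cholesterol and fatty acid synthesis (0.79; adjusted p = 1.70e-22), cell cycle (0.17; adjusted p = 0.000186), and, not among the 11, trophoblast secreted factors (0.84; adjusted p = 0.000238) and trophoblast transcription factors and keratins (0.44; adjusted p = 0.00028), a pair of lists with 0 members past FDR in that fit. The block was run at the preset correlation alone.

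Ribosomal protein and oxidative phosphorylation transcripts were higher in co-culture. The TMM scaling as the cause is argued against by the ribosomal median of 0.63 on the average effect with RLE factors. A composition axis that also varies among libraries of one group stays open, since the ribosomal median was 0.0716 with the log2 TMM factor as a covariate. For glycolysis, hypoxia and heat shock transcripts it is argued against as the whole cause of the average effect, as the glycolysis and hypoxia median stayed at 0.332 with that covariate, which for that list rests on IVD tissue (0.49) and stays open for IVP tissue (0.17, and 0.42 without the covariate), while heat shock was at 0.38 in IVD and 0.53 in IVP tissue with it. Because the axis itself shifted with co-culture within conceptuses (mean -0.179), a biological response of translation genes and a difference in tissue quality both stay open and were not tested apart.

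HBA and HBM were higher in co-cultured conceptus tissue. Carried-over endometrial stroma is argued against in IVD tissue. HBA would need a share of 54.6% of its mean endometrial level, while the 6 most abundant stromal genes gained a median of -0.131% and at most 0.0769%. The endometrial levels came from explants cultured with IVP conceptuses, among which HBA varied widely. Transfer of epithelium without stroma was not tested. Maternal red cell RNA cannot be told apart from transcription in the conceptus, because ALAS2 (log2 fold change -1.12, SE 0.91, in IVD co-culture) was the only other red cell gene measured. A low-oxygen response of the tissue is consistent with the correlation of the HBA change and the mean glycolysis and hypoxia change over 11 conceptuses (r = 0.845, permutation p = 0.00176; rank correlation 0.727, permutation p = 0.0144). The correlation was 0.837 in the 7 IVD conceptuses and 0.578 without conceptuses 62a and 50, and as a hypothesis from the data it was tested on the samples in which it was found.

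Conceptus 62a had little of the co-culture response on the median gene (signed log2 fold change -0.0240), with HBA at -1.95, BNIP3 at -1.14 and glycolysis and hypoxia at -0.573 on average, although heat shock (0.484), oxidative phosphorylation (0.276), CYP1A1 (-2.53) and UGT1A6 (-0.279) moved the way of the average effect. An exchange of its 2 libraries is argued against for the response as a whole, since exchanging them gives a median of 0.0240 and not the 0.324 to 0.793 of the other conceptuses, and would turn heat shock and UGT1A6 against all others. Contact of its mono-culture section with endometrium stays open: on 3580 genes called without 62a that library scored 0.175, above all other mono-culture libraries (-0.552 to -0.299) and inside the co-culture range (-0.118 to 0.741). The score of its co-culture library, 0.0644, also lay inside the co-culture range, so that test leaves open whether that section lacked contact. A difference of the conceptus itself stays open and was not tested.

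Other splits of the same libraries tested whether chance gives as many genes. For IVD co- against mono-culture 1 of 100 splits, the real one, gave as many as 1009 genes (highest other 330), and 1 of 100 when libraries were exchanged within conceptuses (highest other 0). Chance is thus argued against, but 100 splits can give no share under 1 of 100 and do not exclude it. For the average effect the count was 1 of 100 (3006 genes, highest other 1270) and 1 of 100 within conceptuses (highest other 56), so chance is argued against there with the same limit. Chance is not excluded for IVP against IVD co-culture (6 of 100 splits gave at least the 4 genes; highest other 1017). Where the real count was 0 every split gives as many, so the splits test nothing there and are given as values: mono-culture 100 of 100 (highest other 1997), the difference of responses 100 of 100 (highest other 2) and IVP co- against mono-culture 100 of 100 (highest other 21; within conceptuses 54 of 54, highest other 326, from the split that exchanged IVP co-culture replicates 1, 4, 5 and 6 with IVP mono-culture replicates 1 to 4). Why splits gave 326, 1017 and 1997 genes where the real split had 0 to 4 was not tested. In the split with 326 genes the exchanged co-culture libraries still stood against the exchanged mono-culture libraries, so the culture contrast itself entered it.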

How the results depend on the processing

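Factors of unwanted variation beyond 1, the log2 TMM covariate, the average effect and its alternatives, and summed counts for the culture comparisons were chosen only after the result was seen. No direction of a named gene past FDR reversed with RLE, DESeq2, blocks or sums or without a single library. The response ratio of 1.04 ran from 0.900 to 1.27 when single conceptuses were left out, on both sides of 1 and within its jackknife SE of 0.309. The difference of responses had 0 genes in every fit. Where a count moved, the cause was not tested. Depth (24593699 to 104436922 reads) limits genes of few reads.

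IVP against IVD mono-culture (0) gave 1 gene with DESeq2, 1 with 1 factor of unwanted variation and 8 with 3 factors. IVP against IVD co-culture (4) gave 0 with only the groups compared, the Rep number block or the TMM covariate, 2 with limma voom, 7 with summed counts of conceptuses in both cultures, 15 with summed counts, 152 with DESeq2, 207, 1170 and 2057 with 1 to 3 factors, and 0 to 107 leave-one-out (19 without conceptus 23, 21 without 24). IVD co- against mono-culture (1009) gave 191 with the TMM covariate, 206 with the conceptus block, 555 with the Rep number block, 1843 with limma voom, 1941 with DESeq2, 2423, 3647 and 4121 with 1 to 3 factors, and 411 to 1719 leave-one-out by library (IVD co-culture replicates 1: 586, 5: 1719, 7: 418, 8: 411; IVD mono-culture replicates 1: 492, 2: 633, 4: 637, 6: 532, 8: 542) and 214 to 1118 by conceptus (26: 214, 8: 231, 71: 246, 47: 250, 5: 492, 66: 553). IVP co- against mono-culture (0) gave 31, 2350 and 3004 with 1 to 3 factors, 107 and 1 with summed counts (all conceptuses, those in both cultures), 321 with DESeq2, and 0 to 354 leave-one-out (IVP co-culture replicates 2: 208, 5: 1; IVP mono-culture replicate 3: 155; conceptus 62a: 354). The average effect (3006) gave 2 with the TMM covariate, 1914 with summed counts of conceptuses in both cultures, 1995 with the Rep number block, 4628, 5702 and 6286 with 1 to 3 factors, and 1580 to 3599 leave-one-out (62b: 1580, 24: 1982).

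The correlation of both responses was 0.881 among IVD calls. In endometrium, uterus (0) gave 982 with the DESeq2 likelihood ratio test, 26 with no filter, 10 with all 12 libraries and 0 to 2004 leave-one-out (replicates 4: 1041, 5: 1787, 6: 1226, 7: 2004), and conceptus (0) gave 20 with DESeq2 and 0 to 118 leave-one-out (4: 21, 5: 74, 6: 71, 7: 118). Lists past FDR went from 8 (mono-culture), 11 (co-culture), 9 (IVD), 11 (IVP), 11 (difference) and 9 (average) to 0 with an estimated correlation; fry gave 0, 0, 3, 0 and 0 for the first 5; the difference had 4 without IVP co-culture replicate 1 and 4 with the conceptus block. Of named calls, 63 of 72 (average) and 17 of 55 (IVD) stayed past FDR with the conceptus block, and 3 of 3 (co-culture) with summed counts. The Y-linked covariate was not run.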

Other observations

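The tests of the average effect were chosen only after the result was seen.

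Iron handling genes had calls on both sides on endometrium: the ferritin chains FTH1 (average log2 fold change 0.49, SE 0.12) and FTL (0.48, SE 0.12) and the iron-responsive aconitase ACO1 (0.25, SE 0.08) rose and the transferrin receptor TFRC fell (-1.36, SE 0.33), 4 higher and 1 lower of 18 (5 and 2 adjusted over the list alone; camera adjusted p = 0.658). Among amino acid and glucose transporters, SLC38A7 (-0.94, SE 0.18), SLC38A1 (-1.55, SE 0.47) and SLC1A4 (-1.17, SE 0.37), carriers of neutral amino acids, fell and the glucose carrier SLC2A3 rose (0.68, SE 0.20), 1 higher and 5 lower of 26 (1 and 5 adjusted over the list alone; camera adjusted p = 0.593). The growth factor IGF2 (1.07, SE 0.36), PHLDA2 (1.87, SE 0.65) and SNRPN (0.33, SE 0.12) rose, 3 of 29 imprinted genes with 0 lower (0 adjusted over the list alone). The androgen synthesis enzyme CYP17A1 fell (-1.16, SE 0.33) and the prostaglandin synthase PTGES3 rose (0.43, SE 0.12), 1 higher and 1 lower of 24 (1 and 1 adjusted over the list alone). The cytokine TGFB1 rose (0.88, SE 0.18) as the single call of 23 chemokines, cytokines and receptors (1 adjusted over the list alone).

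Calls on the average effect by edgeR in further lists were: mesoderm and embryonic blood 2 higher and 2 lower of 10, epiblast 0 and 1 of 7, MHC class I 1 and 1 of 17, MHC class II 1 and 0 of 6, T and NK cell activation 0 and 1 of 14, cholesterol and fatty acid synthesis 1 and 3 of 30, endometrial stroma 0 and 1 of 12, endometrial epithelium 1 and 0 of 11 and red cells 2 and 0 of 3. Trophoblast secreted factors, hypoblast, leukocytes, endothelium, smooth muscle, mitochondrially encoded genes and the genes the study singled out in endometrium had 0. In IVP co-culture BLA-DQB was at 7.44 and 12.2 CPM in the sections of conceptus 23 and at most 0.309 CPM in those of 24, 62a and 62b, and in IVP mono-culture it was at most 0.416 CPM.

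The count for IVP against IVD mono-culture was 0 by edgeR and 1 by DESeq2, on 8 IVD and 5 IVP libraries. That is lower than the value quoted from the study above, which rests on other group sizes. With 3 factors of unwanted variation in edgeR the count was 8, which is higher. With DESeq2, the count for IVP against IVD co-culture was 152. That is lower than the value quoted from the study above, where a step against unwanted variation came first. With 1 such factor in edgeR the count was 207, again lower. With 2 and 3 factors it was 1170 and 2057, higher than the quoted value. These factors were taken from residuals of the same fit. Counts rose with them in IVD co- against mono-culture too (1009 without and 4121 with 3 factors), while the difference of responses stayed at 0. How many factors the study used is not stated, so these counts cannot decide whether the re-analysis lies above or below the quoted value.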
